A study of Arabidopsis thaliana with 30 samples. Its data were reported in "An auxin-mediated ultradian rhythm positively influences root regeneration via EAR1/EUR1 in Arabidopsis" (2023).

How the data were processed

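The measurement was RNA sequencing of petiole regions from WT (Col with an ORE1::LUC reporter) and eur1-11 leaves at 5 times after excision, with 3 replicates in each of 10 groups. The authors checked and trimmed the reads with FastQC, aligned them to TAIR10 with STAR and counted reads per gene with HTSeq, and deposited these raw counts of both genotypes in 1 table, with no normalization and no pooling. The versions of these tools, the annotation release and the strand setting were not given in the sources used here. Reads that fell on no gene made up 3.578 to 6.756% of each library and ambiguous reads 2.429 to 3.45%, and both were left out of library sizes and tests. Because strand was not stated, reads of a gene and of an antisense neighbour cannot be told apart.

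Each column was matched to a sample through the sample's title, and no column was left over. Gene names, classes and positions were taken from the TAIR10.1 annotation, in which 32835 of the 33602 gene identifiers of the table (97.7%) were found. Gene totals ranged from 22482318 to 43243161 counts per library. Floors cover counting error only, and a fold against a group with 0 counts was computed against 3 counts over the group and is given as a lower bound. Where a comparison averages groups of which some had 0 counts, levels are given in place of the fold.

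Differential expression was tested with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood F tests (estimateDisp, glmQLFit and glmQLFTest) on the counts as deposited, with TMM factors and the filter filterByExpr by group, which left 21472 genes. As in the study's methods, the replicate number entered the model as a block. The fit held 1 term per group over all 30 libraries, which share 1 estimate of the spread (common dispersion 0.0358, median prior degrees of freedom 3.36). Genotypes were compared at each time, as a mean over the 5 times, and by a joint test of any difference. Each later time was compared with 0 h within a genotype, 24 and 48 h with 0, 72 and 96 h in WT (the window), and the interactions of genotype with time and with the window were tested. P-values were adjusted over all genes by Benjamini-Hochberg and called under 0.05, where the study used an unadjusted p under 0.05. Log2 fold changes are given with an SE of the absolute log2 fold change divided by the square root of F. Levels are TMM-scaled CPM as mean ± SD.

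Samples of equal replicate number from the 2 genotypes resembled each other within a time. Deviations from the group mean, over 16257 genes with a mean log2 CPM over 1, correlated by more than 0.1 in 15 of 15 pairs of equal number from the 2 genotypes at a time (mean r = 0.518 across genes), against a mean of -0.211 in 30 pairs of unequal number. Of these 30 pairs 10 were also over 0.1, with r up to 0.605. Deviations within a group sum to 0, so the negative mean follows from the positive one and is no separate evidence. Replicate 3 stood apart from replicates 1 and 2 in each group. The correlations therefore do not show by themselves that 1 pairs with 1 and 2 with 2. Across times the mean was 0.0993 for equal numbers, and 45 of 120 pairs were over 0.1. The pairing comes from these correlations, not from a label that names a shared day. The study's methods put the number into the model against a batch effect and do not say what the batches were. Each replicate counted as a sample because the labels number it so. Replicates 1 and 2 of a group differed by more than sampling noise, with a chi-square of at least 5.27 per degree of freedom over genes with at least 20 reads, which repeat libraries of 1 harvest can also show, so they are not known to be separate harvests.

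Before the data were examined, 28 gene lists with 470 members were written down from general knowledge of leaves, hormones, stress and cell types. They cover auxin synthesis, transport and early response, ABA response and core signalling, the clock, photosynthesis, senescence, jasmonate and wounding, salicylate and defence, the cell cycle, cytokinin, ethylene, touch and rapid stress, heat shock, low oxygen, phosphate, nitrate, anthocyanin, glucosinolate, markers of xylem, cambium, phloem, epidermis, guard cells and root identity, and reference genes. The list of root regeneration genes was compiled by the study from earlier literature, not from these samples, and shares 22 members with other lists. Members were left out 3 times because name and identifier did not match (ERF109 in 2 lists and HSP70-4). Lists with at least 4 measured members were tested with camera from limma 3.58.1 at its preset correlation of 0.01 and with an estimated correlation, and with fry, and adjusted over 432 tests of 27 lists in 16 comparisons. After the results were seen a list of 14 sulfur shortage genes was added.

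Genes were named by a rule written before the data were examined. It took EAR1, YUC8, YUC9, PIN2 and WOX11. It took the 6 highest and 6 lowest fold changes with adjusted p under 0.05 and a CPM of at least 5 in the higher arm for the genotype mean (with 1 sign at all 5 times) and the window, 3 and 3 for each single time, and 4 and 4 for 24 and 96 h against 0 h. From each list described it took up to 2 rises and 2 falls, or else the smallest p-values.

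Alternatives fixed before the data were examined were DESeq2 1.42.0, its size factors, upper-quartile factors, no filter, a filter of CPM 1 in 3 libraries, no replicate block, an unadjusted p under 0.05, an added log2 fold change of at least 1, the 6 libraries of a comparison alone, and leaving out each library. Total-count scaling, nuclear genes only, replicates 1 and 2 only, a block within each time and the list tests of genotype by time were chosen after seeing the data. The scripts were tested on simulated counts of 21303 genes. For the genotype mean 83.6%, 98.5% and 98.5% of genes changed by 0.5, 1 and 2 log2 were recovered with 13 unchanged genes called, and at 0 h 17.9%, 79.1% and 97.0% with 2. For the joint test the shares were 58.2%, 92.5% and 98.5%. The simulated libraries had no shared replicate effect, and genes were changed only at a mean CPM of at least 5, equally at all times. These shares therefore check the scripts and do not give the power in the real samples. Principal components used the 5000 most variable genes. Figures were drawn with matplotlib 3.10.9.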

Results

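Reads per gene were counted in the petiole region of the 4th rosette leaf of Arabidopsis thaliana. Leaves of 21-day-old plants were excised, floated on buffer under continuous white light, and sampled every 24 h from 0 to 96 h. The wild type (WT) was a Col line with an ORE1::LUC reporter, and eur1-11 was a mutant induced chemically in that same line. Its mutated gene is EAR1 (also named EUR1), a negative regulator of abscisic acid (ABA) signalling. With 2 genotypes, 5 times and 3 replicates there were 10 groups and 30 libraries. The study made this series to relate EAR1 to the genes that act while excised leaves form roots at the petiole. Libraries held between 22482318 and 43243161 counts on genes, with 21556 to 24284 genes detected in each. Nothing in the labels says that replicates were separate plants or batches of leaves, so p-values measure the spread between these samples. The study's methods treated the replicate number as a batch without saying what the batches were.

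The libraries separated by time after excision before they separated by genotype. The 6 libraries at 0 h lay between -184.43 and -174.16 on the first principal component, which held 70.4% of the variance, and the other 24 lay between -28.02 and 76.17. Genes of the chloroplast genome took 62.0% ± 0.829 of the counts in WT and 57.4% ± 1.51 in eur1-11 at 0 h (SD, n = 3). At 24 h the shares were 42.4% ± 3.34 and 39.2% ± 4.29, and at 96 h they were 22.9% ± 0.968 and 21.9% ± 4.08. Replicates 1 and 2 were the closest pair in 10 of 10 groups, with a median coefficient of variation across genes of 0.073, against 0.256 for replicates 1 and 3 and 0.238 for replicates 2 and 3. After 0 h, replicate 3 lay earlier than replicate 1 in 8 of 8 groups on a path drawn through the replicate 2 libraries. Replicate 3 of WT was placed at 16.8, 34.8, 58.3 and 82.6 h, and replicate 3 of eur1-11 at 18.9, 35.7, 60.1 and 65.9 h, for samples labelled 24, 48, 72 and 96 h.

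**Figure D1:**
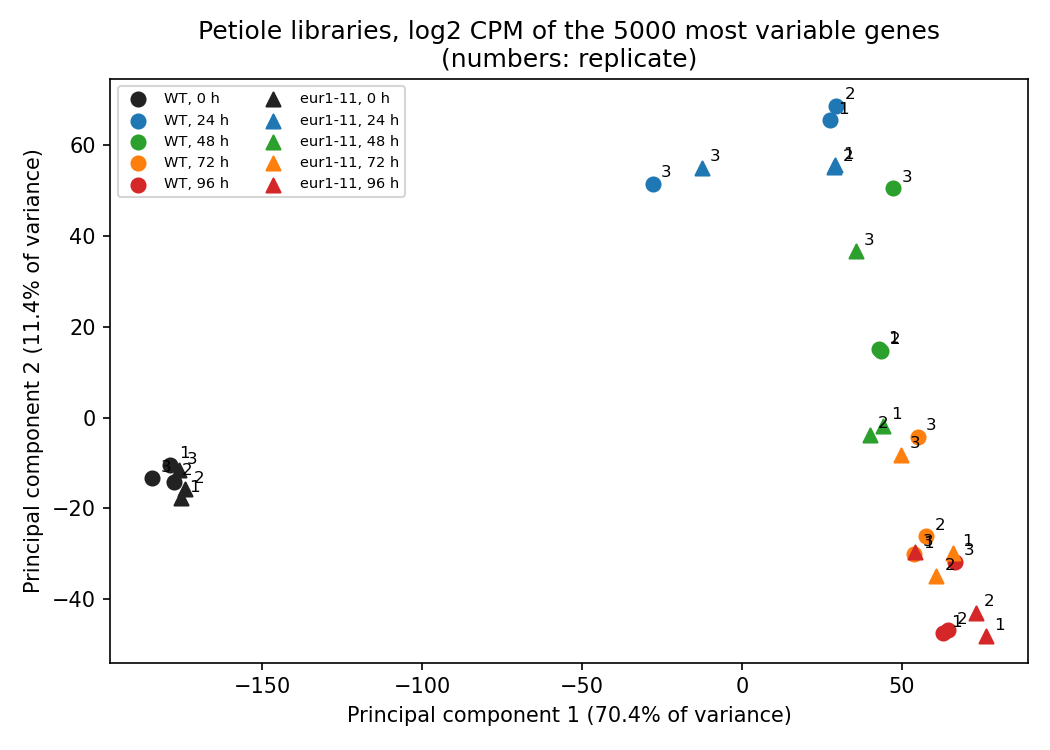
Scores of the 30 libraries on the first and second principal components (70.4% and 11.4% of the variance) of log2 CPM over the 5000 most variable genes, with symbols for genotype, colours for time and digits for the replicate number. The 6 libraries at 0 h sit between -184.43 and -174.16 on the first component, and replicate 3 of WT at 24 h sits at -28.02, the lowest of the later libraries.

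EAR1, the gene mutated in eur1-11, was read in every library. It lies on chromosome 5 at 7314583 to 7321743 on the minus strand in the TAIR10.1 annotation, with 3 exons, and shares part of this span with AT5G03385 on the same strand, so reads of the shared part are uncertain. From 0 to 96 h, at steps of 24 h, the EAR1 level was 239 ± 38.3, 375 ± 5.45, 306 ± 49.2, 270 ± 11.7 and 232 ± 18.8 CPM (counts scaled to library size, mean ± SD, n = 3) in WT. In eur1-11 it was 184 ± 68.8, 293 ± 43.4, 279 ± 53.3, 222 ± 23.1 and 189 ± 24.1 CPM. Averaged over the 5 times EAR1 was lower in eur1-11, with a log2 fold change of -0.30 ± 0.07 (SE; edgeR, adjusted p = 0.0133). At single times the log2 fold change ranged from -0.41 ± 0.16 at 0 h (edgeR, adjusted p = 0.196) to -0.13 ± 0.16 at 48 h (edgeR, adjusted p = 0.976). With the block set within each time it passed at 0 h (-0.45; edgeR, adjusted p = 0.0407), and from replicates 1 and 2 alone at 0, 24 and 72 h (-0.22, -0.25 and -0.22; edgeR, adjusted p = 0.0428, 0.0332 and 0.0434). A point change in the sequence cannot be seen in counts, so these levels check the labels only in part. Without the replicate block the difference over the 5 times did not pass (edgeR, adjusted p = 0.0871), and from replicates 1 and 2 alone it was -0.19 (edgeR, adjusted p = 0.000156).

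EAR1 rose after excision in both genotypes. In WT it rose at 24 h by 0.66 ± 0.16 on the log2 scale (edgeR, adjusted p = 0.000942) and had a log2 fold change of 0.35 ± 0.16 at 48 h (edgeR, adjusted p = 0.0551). In eur1-11 it rose by 0.70 ± 0.16 at 24 h and by 0.63 ± 0.16 at 48 h (edgeR, adjusted p = 0.000628 and 0.00173). WOX11, a homeobox gene of root founder cells, had 0 counts at 0 h in both genotypes. At 24 h WOX11 stood at 3.61 ± 0.285 CPM in WT and 3.09 ± 0.50 CPM in eur1-11, at least 55.4-fold and at least 61.0-fold higher (edgeR, adjusted p = 4.17e-07 and 3.46e-07). YUC8, an enzyme of auxin synthesis, rose by 3.55 ± 0.76 at 24 h in WT and by 1.65 ± 0.60 in eur1-11 (edgeR, adjusted p = 0.000302 and 0.0187). Neither differed between genotypes at 24 h by the test, with log2 fold changes of -0.23 ± 0.39 for WOX11 and -0.33 ± 0.48 for YUC8 (edgeR, adjusted p = 1 and 0.997). YUC9 stayed between 0.091 and 0.264 CPM in every group, and no difference of it passed the test. PIN2, an auxin exporter, had 71 counts over all 30 libraries and was not tested.

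**Figure D2:**
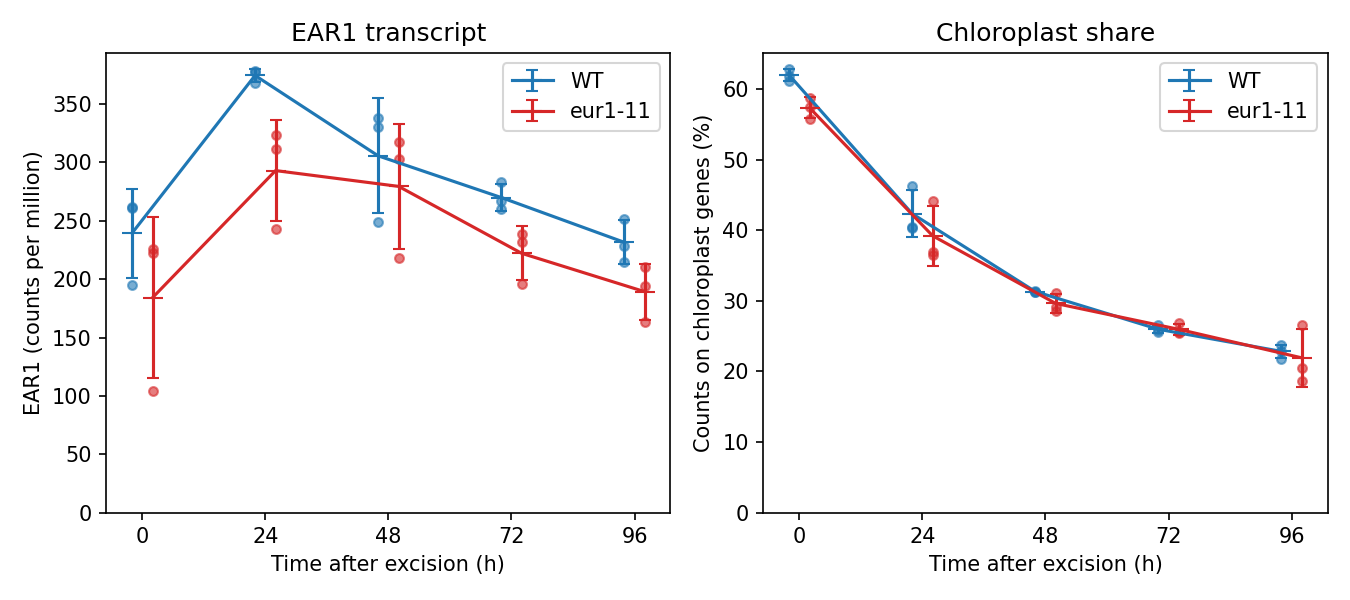
EAR1 transcript level in CPM (left) and share of counts on genes of the chloroplast genome in percent (right) against hours after excision, with points for libraries and lines with bars for the mean ± SD of 3 replicates. EAR1 stands highest at 24 h in WT at 375 ± 5.45 CPM, and the chloroplast share falls from 62.0% ± 0.829 at 0 h to 22.9% ± 0.968 at 96 h in WT.

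To describe what excision did, each later time was compared with 0 h within WT. Some genes that had 0 counts at 0 h were read at 24 h. The phosphate transporter PHT1;1 reached 43.0 ± 36.9 CPM (at least 660-fold; edgeR, adjusted p = 9.71e-05) and the nitrate transporter NRT2.5 reached 17.0 ± 14.4 CPM (at least 261-fold; edgeR, adjusted p = 2.71e-05). AT1G14550 and AT1G51830 reached 60.7 ± 52.4 and 35.2 ± 22.9 CPM, at least 932-fold and 540-fold higher. FBA5, a fructose-bisphosphate aldolase, fell from 204 ± 55.7 to 0.191 ± 0.231 CPM, with AT1G13650 (42.1 ± 5.25 to 0.106 ± 0.112 CPM), AT1G30250 (8.81 ± 4.75 to 0.0107 ± 0.0185 CPM) and MYB24 (5.13 ± 2.15 to 0 CPM, at least 163-fold lower). By 96 h PHT1;1 stood at 74.2 ± 0.851 CPM, the thionin gene THI2.1 at 48.1 ± 29.7, the glycosyltransferase gene UGT72E2 at 47.0 ± 9.14 and AT1G26410 at 45.8 ± 2.27, each from 0 counts (at least 1140-, 739-, 722- and 703-fold higher). AT3G46490 and THI2.2 fell to 0 counts by 96 h (at least 1030-fold and 767-fold lower), as did AT1G30250 (at least 343-fold), and XTH17, a cell wall enzyme, fell from 43.1 ± 8.6 to 0.0149 ± 0.0258 CPM. FBA5, MYB24 and THI2.1 overlap other genes, and PHT1;1 has near-identical copies, so their reads are uncertain.

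Of 21472 genes tested in WT, 14602 differed from 0 h at 24 h (7705 higher, 6897 lower), 14783 at 48 h, 14588 at 72 h and 14786 at 96 h (8177 higher, 6609 lower). With a log2 fold change of at least 1 as well, the counts were 8659, 8482, 8298 and 8517. These directions are relative to TMM scaling, which sets most genes to no change. Scaling by total counts moved the median of all genes by 1.1, 1.39, 1.53 and 1.60 log2 at 24, 48, 72 and 96 h in WT. Of its calls 84.9%, 88.3% and 89.8% were higher at 24, 48 and 96 h, against 52.8%, 54.6% and 55.3% here, and at 72 h 16704 of 18543 were higher, against 7948 of 14588. Under upper-quartile scaling the median moved by 0.09, 0.11, 0.12 and 0.13.

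Photosynthesis genes fell throughout in WT. All 31 measured members were lower at 24 h and at 96 h, such as LHCB2.3 (-4.57 ± 0.89 at 24 h), a light-harvesting protein, and RBCS3B (-4.38 ± 0.45 at 24 h), the small Rubisco subunit, both of families with near-identical copies. The list was called by camera at 24 h (adjusted p = 7.12e-09, and adjusted p = 0.688 with an estimated correlation) and at 96 h (adjusted p = 2.68e-11, and 0.662 with an estimated correlation). Rapid touch and stress genes (12 of 12) and epidermis markers (7 of 7) also fell at both times, with CBF1 at -4.84 ± 0.50 and the wax gene CER3 at -3.14 ± 0.21 at 24 h. Their adjusted p by camera was 3.15e-05 and 0.00177 at 24 h, and 0.373 and 0.519 with an estimated correlation. At 96 h it was 2.24e-07 and 0.000548, and 0.303 and 0.519 with an estimated correlation. CBF1 shares reads with CBF2 and CBF3. The share of counts on chloroplast genes, given above, fell over the same times.

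Defence and senescence genes rose in WT. Of 21 salicylate and defence genes 16 rose and 2 fell at 24 h, led by FRK1 (0.362 ± 0.36 to 368 ± 275 CPM) and FMO1 (9.47 ± 0.88), while WRKY33 fell by 1.79. Of 19 senescence genes 13 rose and 1 fell at 24 h (14 and 1 adjusted over the list alone), led by SAG13 (7.40 ± 0.46) and ORE1 (6.56 ± 0.47), a NAC factor of leaf ageing. At 96 h PR1, a marker of salicylate signalling, stood at 1320 ± 399 CPM against 0.726 ± 0.121 at 0 h. At 24 h camera gave adjusted p = 0.000548 for defence and 0.000307 for senescence, and 0.688 and 0.519 with an estimated correlation. At 96 h it gave 0.0159 (14 rose, 3 fell) and 0.000189 (14 rose, 1 fell), and 0.793 and 0.519 with an estimated correlation. Of 35 cell cycle genes 30 rose and 1 fell at 24 h (31 and 1 adjusted over the list alone), with the cyclins CYCB2;1 at 2.51 ± 0.36 and CYCA3;1 at 1.83 ± 0.24, and 25 rose and 1 fell at 96 h (26 and 1 adjusted over the list alone). Camera gave adjusted p = 0.000146 and 0.0186 for the cell cycle at these times, and 0.696 and 0.876 with an estimated correlation.

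Hormone response genes moved within 24 h in WT. Of 25 jasmonate and wounding genes 3 rose and 19 fell, with the repressor gene JAZ7 at -5.84 ± 0.35 and the lipoxygenase LOX3 at -4.18 ± 0.32, while ERF115, a factor of regeneration after wounding, rose by 7.12 ± 0.50. Of 23 ABA response genes 5 rose and 15 fell, with the phosphatase HAI1 at 4.88 ± 0.97 and COR15A, which shares reads with COR15B, at -6.53 ± 0.66. Of 15 cytokinin response genes 1 rose (CKX5, 1.94) and 11 fell, such as ARR6 (-5.70 ± 0.79), and of 23 clock genes 5 rose and 14 fell, such as LNK2 (-2.28 ± 0.21), with LHY at 0.96 ± 0.11. Camera called these 4 lists lower at 24 h with adjusted p = 0.000332, 0.0208, 0.0132 and 0.0203, and with adjusted p = 0.688, 0.7, 0.519 and 0.662 with an estimated correlation. ABA response genes were also called lower at 96 h (5 rose, 15 fell; camera, adjusted p = 0.034, and adjusted p = 0.778 with an estimated correlation). Under total-count scaling the median of the clock list turned higher at 24 h.

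Low oxygen and cambium genes were higher late in WT. At 96 h 10 of 10 low oxygen genes had risen, with the desaturase SAD6 at 21.6 ± 6.17 CPM from 0 counts (at least 332-fold) and the pyruvate decarboxylase PDC1 up by 8.56 ± 0.49, against 3 risen and 1 fallen at 24 h. Camera called the list at 96 h (adjusted p = 1.45e-05, and adjusted p = 0.359 with an estimated correlation) and not at 24 h (adjusted p = 0.863). Of 6 cambium markers 5 rose at 24 h and 6 at 96 h, with WOX4 at 1.72 and TMO6 at 1.63 at 96 h (camera, adjusted p = 0.047, and adjusted p = 0.688 with an estimated correlation).

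Auxin genes moved both ways in WT at 24 h, and camera called none of the 3 auxin lists. Of 25 early auxin response genes 9 rose and 7 fell, with GH3.2 at 9.72 ± 0.85 and IAA6 at -3.55, and LBD16, a factor of root initiation, was at least 50.2-fold higher. The median of this list was -0.24, its mean 1.23 and its test pointed up (camera, adjusted p = 0.53). Of 13 auxin transport genes 4 rose and 6 fell (ABCB19, -2.57), and of 7 auxin synthesis genes 2 rose (YUC8 and ASA1) and 1 fell (TAR2, -3.58), with camera adjusted p = 0.85 and 0.987. Of 28 measured genes of root regeneration that the study compiled from earlier literature, 13 rose and 8 fell (14 and 8 adjusted over the list alone; camera, adjusted p = 0.715), among them ARF19 at -3.39. Under total-count scaling the medians of early auxin response and auxin transport turned higher at 24 h. Of 12 root identity markers only MYB36 was measured, and it was at least 6.81-fold higher at 96 h.

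**Figure D3:**
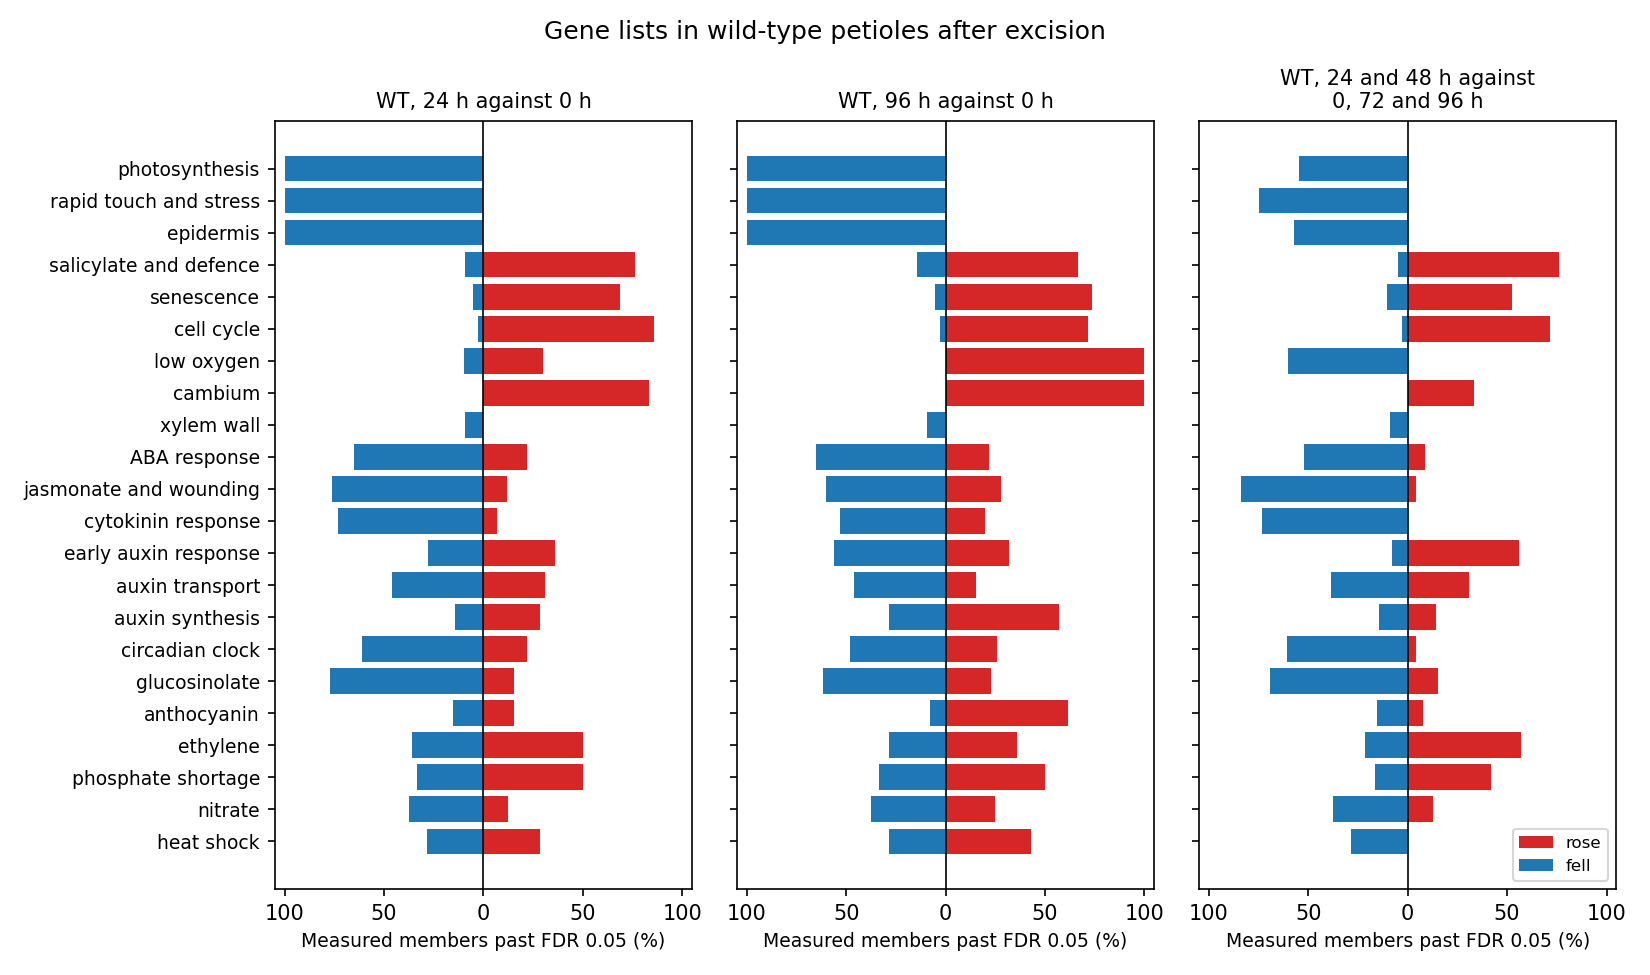
Share of measured members (percent) that rose (red) or fell (blue) past an adjusted p of 0.05 in WT, for 22 gene lists, at 24 h and at 96 h against 0 h and for 24 and 48 h against the other times. All 31 photosynthesis genes fell at 24 h and at 96 h and 10 of 10 low oxygen genes rose at 96 h, while under total-count scaling the medians of early auxin response, auxin transport, clock and nitrate genes turned higher at both times, those of cytokinin, glucosinolate and jasmonate genes at 96 h and those of nitrate and phosphate shortage genes for 24 and 48 h.

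The same comparisons within eur1-11 asked whether the mutant responds to excision. At 24 h Rap2.6L, a wound-induced ERF factor, reached 18.5 ± 7.7 CPM, ARD3 10.3 ± 2.91 and GLIP1, a secreted lipase, 9.52 ± 7.12, each from 0 counts (at least 365-, 202- and 188-fold higher), and AT4G12500 rose from 0.0517 ± 0.0479 to 142 ± 98.8 CPM. FBA5 fell from 188 ± 43.0 to 0.36 ± 0.525 CPM, THI2.2 from 24.8 ± 0.709 to 0.0281 ± 0.0487 CPM, and AT2G20350 and AT1G06360 to 0 counts (at least 285-fold and 316-fold lower). At 96 h the defensin PDF2.1 stood at 46.4 ± 12.3 CPM, GLIP1 at 43.7 ± 25.5, AT2G38390 at 30.2 ± 6.89 and AT2G28960 at 28.7 ± 3.28 (at least 916-, 864-, 596- and 567-fold higher). DAD1, a phospholipase of jasmonate synthesis, and AT1G30250 fell to 0 counts (at least 409-fold and 410-fold lower), AT5G48490 had a log2 fold change of -10.50 ± 0.67 and THI2.2 of -10.41 ± 0.66. In all, 14235 genes differed from 0 h at 24 h (7426 higher, 6809 lower), 14176 at 48 h, 14123 at 72 h and 14599 at 96 h (7810 higher, 6789 lower). With a log2 fold change of at least 1 the counts were 7971, 7840, 7961 and 8322. Scaling by total counts moved the median by 1.02, 1.31, 1.38 and 1.48 log2, and 84.2%, 88.1%, 88.4% and 88.5% of calls were then higher, against 52.2%, 52.7%, 52.1% and 53.5%. Upper-quartile scaling moved it by 0.12, 0.16, 0.17 and 0.16.

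The lists that camera called in WT at 24 h were also called in eur1-11, in the same directions, with ethylene and heat shock genes besides. Photosynthesis (31 of 31 lower), touch and stress (12 of 12 lower) and epidermis genes (7 of 7 lower) fell at 24 h (camera, adjusted p = 5.41e-09, 1.04e-05 and 0.00253, and adjusted p = 0.688, 0.359 and 0.581 with an estimated correlation). Senescence genes (12 rose, 3 fell), with ORE1 at 9.21, and defence genes (14 rose, 3 fell) rose (camera, adjusted p = 0.00226 and 0.00131, and adjusted p = 0.635 and 0.688 with an estimated correlation). Jasmonate (4 rose, 18 fell), ABA response (2 rose, 16 fell), cytokinin (2 rose, 10 fell) and clock genes (3 rose, 14 fell) fell, though the clock median turned higher under total-count scaling. For these lists camera gave adjusted p = 0.000334, 0.00114, 0.0173 and 0.034, and adjusted p = 0.688, 0.662, 0.519 and 0.681 with an estimated correlation. Cell cycle (26 rose, 2 fell) and ethylene genes (8 rose, 4 fell) rose (camera, adjusted p = 0.00577 and 0.0492, and adjusted p = 0.857 and 0.763 with an estimated correlation). Of 7 heat shock genes 5 fell at 24 h, such as HSP21 (-5.17 ± 1.34) and HSP17.6C (-3.77 ± 0.74), and camera called the list lower (adjusted p = 0.0464, and adjusted p = 0.688 with an estimated correlation). In WT 2 of the 7 rose and 2 fell, with a median of 0.90 while the test pointed down (camera, adjusted p = 0.85). Of the 28 root regeneration genes 16 rose and 8 fell at 24 h (camera, adjusted p = 0.497). At 96 h 8 of 10 low oxygen genes rose (camera, adjusted p = 0.000889, and adjusted p = 0.519 with an estimated correlation), 9 of 35 cell cycle genes rose and 1 fell (camera, adjusted p = 0.551) and 6 of 6 cambium markers rose (camera, adjusted p = 0.0851). At 24 h 12618 genes were called in both genotypes, 6580 higher in both, 6029 lower in both and 9 in opposite directions, where independent lists would share 2665 and 2187. At 96 h 12726 were shared, with 6752 higher, 5951 lower and 23 opposite, where independent lists would share 2974 and 2090.

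The study measured a rhythm of gene activity over part of the series. The mean of the times inside that interval, 24 and 48 h, was compared in WT with that of 0, 72 and 96 h. The second mean holds 0 h, before excision, so a call here can come from 0 h alone. Defence genes were higher at 24 and 48 h. AZI1, a priming factor of systemic immunity, stood at 94.5 ± 65.1 CPM (SD, n = 6) against 7.82 ± 7.1 CPM (n = 9), a log2 fold change of 5.05 ± 0.29 (edgeR, adjusted p = 9.46e-11). UGT76B1 (5.07 ± 0.43) was higher too. NRT2.5 (11.5 ± 11.3 against 1.31 ± 1.33 CPM), MYB90, an anthocyanin regulator (7.13 ± 4.38 against 1.13 ± 0.901), AT1G14550 (51.5 ± 42.3 against 14.0 ± 12.5) and AT1G51830 (28.4 ± 16.3 against 7.39 ± 6.02) were higher and had 0 counts at 0 h. AT3G28220 (1.12 ± 1.17 against 99.9 ± 140 CPM), AT1G66100 (0.189 ± 0.137 against 22.6 ± 31.0), AT1G14250, AT2G23540, AT1G68850 and AT3G58550 were lower, the last with 2 counts in the window. AT1G66100 and AT3G58550 overlap other genes. EAR1 was higher in the window by 0.45 ± 0.10 and YUC8 by 1.2 ± 0.37 (edgeR, adjusted p = 0.000869 and 0.00968). WOX11, with 0 counts at 0 h, stood at 3.23 ± 1.83 against 1.25 ± 1.26 CPM (edgeR, adjusted p = 7.25e-06).

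In the window 16 of 21 defence genes were higher and 1 lower, with FRK1 at 4.23 ± 0.40 (camera, adjusted p = 9.3e-07, and adjusted p = 0.519 with an estimated correlation). Of 25 early auxin response genes 14 were higher and 2 lower, with GH3.2 at 3.89 ± 0.39, LBD16 at 2.96 ± 0.711 against 1.32 ± 1.18 CPM and IAA14 at -0.67, and of 35 cell cycle genes 25 were higher and 1 lower (25 and 2 adjusted over the list alone). Camera gave adjusted p = 0.00151 for early auxin response and 0.000111 for the cell cycle, and adjusted p = 0.606 and 0.688 with an estimated correlation. Senescence (10 higher, 2 lower) and ethylene genes (8 higher, 3 lower) were called higher (camera, adjusted p = 0.00669 and 0.0393, and adjusted p = 0.662 and 0.755 with an estimated correlation). Of 25 jasmonate genes 1 was higher (ERF115, 3.04 ± 0.23) and 21 lower, with VSP1 at -3.63 (camera, adjusted p = 1.22e-10, and adjusted p = 0.519 with an estimated correlation). Clock (1 higher, 14 lower) and cytokinin genes (0 higher, 11 lower) were called lower (camera, adjusted p = 0.000548 and 0.00115, and adjusted p = 0.519 and 0.384 with an estimated correlation). So were photosynthesis (17 lower), low oxygen (6 lower) and glucosinolate genes (2 higher, 9 lower), with adjusted p = 9.32e-05, 0.00401 and 0.0321 by camera, and 0.854, 0.53 and 0.727 with an estimated correlation. The call of photosynthesis genes came from 0 h. Their median change from 0 h was -2.84, -3.23, -3.3 and -3.63 at 24, 48, 72 and 96 h. The medians of cell cycle (1.2, 0.97, 0.95 and 0.8) and senescence genes (1.96, 1.58, 1.62 and 1.4) differed less among these times than from 0 h. Of the 28 root regeneration genes 10 were higher and 8 lower (camera, adjusted p = 0.499). In all 11291 genes were called (5942 higher, 5349 lower), and 2364 with a log2 fold change of at least 1. Total-count scaling moved the median of all genes by 0.20, and 75.5% of calls were then higher against 52.6%.

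The study asked which genes depend on EAR1, and the mean over the 5 times compared eur1-11 with WT. By camera at its preset correlation only, jasmonate and anthocyanin genes were higher in eur1-11 and glucosinolate genes were lower. All 25 measured jasmonate and wounding genes had a positive log2 fold change and 16 passed (22 adjusted over the list alone), such as the defensin PDF1.2 (2.36 ± 0.60) and AOC1 (1.06 ± 0.24), which has near-identical copies. Of 13 anthocyanin genes 8 were higher (10 adjusted over the list alone), such as LDOX (17.3 ± 14.2 against 4.66 ± 5.47 CPM, n = 15) and 5MAT (2.53 ± 0.51). Of 13 glucosinolate genes 7 were lower (8 adjusted over the list alone), among them BCAT4 (58.6 ± 97.1 against 155 ± 175 CPM), CYP79F1 (-1.78 ± 0.29) and MAM1 (-1.45 ± 0.29). Camera gave adjusted p = 3.58e-18, 1.49e-10 and 2.41e-07 for these lists, and adjusted p = 0.303, 0.373 and 0.359 with an estimated correlation. AOP2 (-1.56 ± 0.31), annotated as a transcribed pseudogene, and HMT3 (-1.63 ± 0.29), a homocysteine methyltransferase, were lower too. BCAT4 overlaps AT3G19700, and CYP79F1 and MAM1 have near-identical copies.

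Genes outside the lists differed too. MAF5, a MADS-box gene of flowering time with close relatives beside it, stood at 9.07 ± 0.913 CPM in eur1-11 and 0.977 ± 0.473 CPM in WT (3.31 ± 0.11; edgeR, adjusted p = 1.33e-14). LSU1, a gene induced by low sulfur, stood at 7.16 ± 4.78 against 1.54 ± 1.26 CPM (2.53 ± 0.20; edgeR, adjusted p = 2.33e-08). The pseudogene AT3G30393 (9.79 ± 8.05 against 0.932 ± 0.718 CPM), AT1G59930 (3.28 ± 0.17) and the noncoding RNA AT4G04223 (2.24 ± 0.11) were higher, and the noncoding RNA AT2G01422 was lower, at 2.82 ± 1.67 against 19.6 ± 7.98 CPM (-3.01 ± 0.09; edgeR, adjusted p = 3.3e-15). Low oxygen genes were lower (3 of 10, with SUS4 at -1.09 ± 0.17 and ADH1 at -0.52 ± 0.08), heat shock genes higher (2 of 7, with HSFA2 at 0.71 ± 0.15) and guard cell markers higher (1 of 7, HT1 at 0.59). Their adjusted p by camera was 0.000968, 0.01 and 0.0321, and 0.519, 0.662 and 0.519 with an estimated correlation. The heat shock difference came from 0 h, with a median of 1.86 there and of 0.04, -0.01, 0.21 and -0.12 at 24, 48, 72 and 96 h. Auxin synthesis (0 of 7 passed), auxin transport (0 of 13), photosynthesis (0 of 31) and cell cycle genes (0 of 35) were not called (camera, adjusted p = 0.923, 0.376, 0.71 and 0.352). The mean hides changes of sign. Cell cycle genes were called higher at 0 and 48 h and lower at 72 and 96 h (camera, adjusted p = 3.16e-06, 0.00289, 0.00151 and 0.02). Photosynthesis genes were called higher at 48 h and lower at 96 h (camera, adjusted p = 0.0191 and 0.000561). With an estimated correlation these adjusted p by camera lay between 0.681 and 0.927. Of 20 genes of ABA core signalling 2 were lower, ABF2 (-0.40) and HAB1 (-0.17), and of 23 ABA response genes 2 were higher and 1 lower, with COR15A at 1.36 (camera, adjusted p = 0.889 and 0.641). Of the 28 root regeneration genes ERF115 was higher (0.73 ± 0.19), and adjusted over the list alone 2 were higher and 3 lower (camera, adjusted p = 0.425). In all 1226 genes were called (725 higher, 501 lower), 816 without the replicate block, 3427 with the block set within each time and 4695 from replicates 1 and 2 alone. Under total-count scaling 82.4% of 1531 calls were higher, against 59.1% here.

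**Figure D4:**
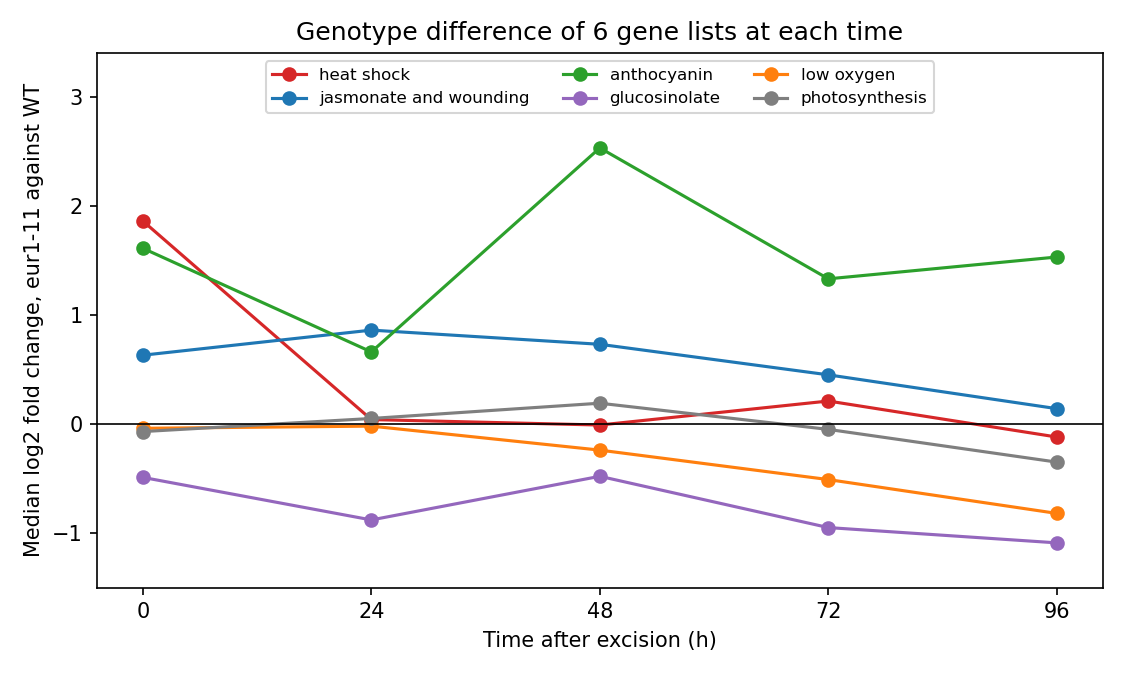
Median log2 fold change of eur1-11 against WT for 6 gene lists against hours after excision, with 1 line per list and a point every 24 h. Heat shock genes stand at 1.86 at 0 h, where the medians of low oxygen and photosynthesis genes turned higher under total-count scaling, as did those of low oxygen genes at 24 h and heat shock genes at 48 h.

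Before excision, at 0 h, heat shock genes were higher in eur1-11. Of 7 measured 5 passed (6 adjusted over the list alone), such as HSP17.6C (4.62 ± 0.94) and HSP17.4 (2.80 ± 0.68), small chaperones whose families share sequence, and HSP17.6A, outside the list, stood at 7.76 ± 5.07 against 0.783 ± 0.516 CPM (3.44 ± 0.61; edgeR, adjusted p = 0.00484). Camera called heat shock genes (adjusted p = 2.59e-11, and adjusted p = 0.159 with an estimated correlation). Jasmonate genes (2 of 25, 7 adjusted over the list alone, with AOC3 at 1.09 ± 0.24 and WIND1 at 0.71 ± 0.09) and cell cycle genes (2 of 35, 8 adjusted over the list alone, with CYCA3;1 at 1.14) were called higher (camera, adjusted p = 2.6e-09 and 3.16e-06, and adjusted p = 0.519 and 0.681 with an estimated correlation). Anthocyanin genes were called higher (median 1.61) and glucosinolate genes lower (median -0.49) with no member passing edgeR (camera, adjusted p = 0.00347 and 0.0381, and adjusted p = 0.688 and 0.73 with an estimated correlation). DAD1 (9.14 ± 8.62 against 1.05 ± 1.28 CPM), the phosphatase gene HAI1 (4.03 ± 1.04) and AT3G55920 (4.40 ± 0.34), which overlaps AT3G55910 on the other strand, were higher. AT2G01422 (-3.81 ± 0.27) and the pseudogenes AT4G08112 (-2.68 ± 0.26) and AT4G08100 (-2.26 ± 0.25) were lower. In all 447 genes were called (316 higher, 131 lower), 2266 with the block set within each time and 2347 from replicates 1 and 2 alone. The count was 60 without WT replicate 1, 120 without WT replicate 2, 938 without WT replicate 3, 858 without eur1-11 replicate 1 and 124 without eur1-11 replicate 3. Total-count scaling moved the median by 0.14 and gave 1323 genes, 94.3% of them higher against 70.7% (61.3% with upper-quartile and 61.5% with DESeq2 size factors).

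At 24 h jasmonate genes were higher in eur1-11 as a group, with no single member past the test for all genes and 12 of 25 past it adjusted over the list alone. Among them JAZ6 had a log2 fold change of 0.74 (edgeR, adjusted p = 0.0518) and LOX2 of 1.5 (edgeR, adjusted p = 0.0832). MAF5 (3.95 ± 0.26), AT3G30393 (3.35 ± 0.51) and AT4G04223 (2.47 ± 0.24) were higher and AT2G01422 (-3.14 ± 0.20), FRD3 (-1.18 ± 0.25), a citrate transporter of iron nutrition, and DAR5 (-0.46 ± 0.09) were lower. ABA response (median -0.20), glucosinolate (-0.88) and senescence genes (-0.14) were called lower, with no member past the test. Camera gave adjusted p = 7.8e-17 for jasmonate genes, 0.00688 for ABA response, 0.00901 for glucosinolate and 0.0307 for senescence genes, and adjusted p = 0.333, 0.688, 0.688 and 0.688 with an estimated correlation. In all 71 genes were called (62 higher, 9 lower), 39 without the replicate block, 508 with the block set within each time and 1164 from replicates 1 and 2 alone. The count was 45 and 39 without eur1-11 replicate 1 or 2, and 32 and 35 without WT replicate 1 or 2.

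At 48 h PDF1.2 stood at 5.75 ± 5.63 CPM in eur1-11 against 0.0925 ± 0.044 CPM in WT (5.86 ± 1.29; edgeR, adjusted p = 0.0495). It was the 1 jasmonate gene of 25 past the test for all genes (13 adjusted over the list alone), and 9 of 13 anthocyanin genes passed adjusted over the list alone, with TT8 at 3.0 ± 0.69 (edgeR, adjusted p = 0.0601). Camera called both lists higher (adjusted p = 4.28e-18 and 4.08e-11, and adjusted p = 0.303 and 0.359 with an estimated correlation). AT1G59930 (3.56 ± 0.38) and MAF5 (3.46 ± 0.25) were higher, and AT2G01422 (-2.93 ± 0.19), AT3G60470 (-1.53 ± 0.32) and the pseudogene AT5G35935 (-1.47 ± 0.21) were lower. Defence (median -0.46) and senescence genes (-0.23) were called lower by camera, with no member past the test, with adjusted p = 9.28e-05 and 0.000676, and adjusted p = 0.662 and 0.519 with an estimated correlation. In all 73 genes were called (61 higher, 12 lower), 540 with the block set within each time and 1451 from replicates 1 and 2 alone. The count was 42 without eur1-11 replicate 2, 141 without eur1-11 replicate 3 and 45 without WT replicate 1.

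At 72 h low oxygen genes were lower in eur1-11. Of 10, 3 were lower (5 adjusted over the list alone), with AT4G33070, the pyruvate decarboxylase PDC1, at 3.59 ± 1.54 against 13.6 ± 1.95 CPM (-1.99 ± 0.30; edgeR, adjusted p = 0.00111), the sucrose synthase SUS4 (-1.76 ± 0.35) and SAD6 (-1.84 ± 0.38), and 0 passed without the replicate block. From replicates 1 and 2 alone 5 passed, and 1 passed without replicate 1 or 3 of eur1-11 or replicate 2 or 3 of WT, with a median between -0.57 and -0.45 where it was -0.51. Camera called the list (adjusted p = 2.4e-10, and adjusted p = 0.159 with an estimated correlation). Anthocyanin genes were higher and glucosinolate genes lower with no member past the test for all genes (camera, adjusted p = 5.06e-06 and 2.94e-05, and adjusted p = 0.519 and 0.519 with an estimated correlation). Jasmonate genes (median 0.45) were also called higher, with no member past the test (camera, adjusted p = 3.15e-05, and adjusted p = 0.662 with an estimated correlation). The guard cell kinase HT1 was higher by 1.21 ± 0.26. AT3G30393 (3.52 ± 0.46), AT1G59930 (3.45 ± 0.37) and AT5G41830 (3.29 ± 0.38) were higher and AT2G01422 lower (-2.54 ± 0.19). In all 103 genes were called (90 higher, 13 lower), 66 without the replicate block, 386 with the block set within each time and 1974 from replicates 1 and 2 alone. The count was 56 without eur1-11 replicate 1, and 50, 50 and 63 without WT replicate 1, 2 or 3.

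At 96 h 4 of 10 low oxygen genes were lower (5 adjusted over the list alone), with AT4G33070 at 19.9 ± 13 against 63.3 ± 18.3 CPM (-1.79 ± 0.28; edgeR, adjusted p = 0.00213) and FTM1, another name of SAD6, at 7.10 ± 4.25 against 21.6 ± 6.17 CPM (-1.66 ± 0.35; edgeR, adjusted p = 0.0498). Camera called the list (adjusted p = 6.97e-15, and adjusted p = 0.0562 with an estimated correlation, which was 0.0307 under upper-quartile scaling). Replicate 3 of eur1-11, placed at 65.9 h, stood apart in this group, with a chloroplast share of 26.5% against 18.7% and 20.6% in replicates 1 and 2. Without it the median of the list was -0.66 in place of -0.82 and 1 member passed (camera, adjusted p = 3.58e-09, and adjusted p = 0.122 with an estimated correlation). Without replicate 1 of eur1-11 the median was -0.98 and 3 members passed (adjusted p = 0.00746 with an estimated correlation). Without replicate 2 of eur1-11, or replicate 1, 2 or 3 of WT, 2, 2, 1 and 2 passed. Without the replicate block 1 member passed, and 8 from replicates 1 and 2 alone (median -0.72). Glucosinolate genes were lower, 7 of 13 adjusted over the list alone and 0 over all genes, and anthocyanin and early auxin response genes higher (camera, adjusted p = 1.63e-06, 3.08e-06 and 1.12e-05, and adjusted p = 0.433, 0.519 and 0.519 with an estimated correlation). PHO1, a phosphate exporter, was lower by -1.12 ± 0.20. The pseudogene AT4G07850 (4.80 ± 0.43), MAF5 (3.59 ± 0.25) and AT3G30393 (3.38 ± 0.44) were higher and AT2G01422 lower (-2.63 ± 0.19). In all 111 genes were called (84 higher, 27 lower), 62 without the replicate block, 586 with the block set within each time and 2792 from replicates 1 and 2 alone. The count was 55 and 49 without eur1-11 replicate 1 or 2, and 38, 41 and 62 without WT replicate 1, 2 or 3.

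The test of any difference between genotypes over the 5 times called 496 genes, 299 without the replicate block, 2941 with the block set within each time and 5799 from replicates 1 and 2 alone, and 764 without WT replicate 3 at 0 h. Whether the response to excision differed between genotypes was tested by the interaction of genotype and time. No gene passed by edgeR (0 of 21472, smallest adjusted p = 0.0792), where 1286 had an unadjusted p under 0.05, 1074 are expected by chance and DESeq2 called 128. With the block set within each time 466 genes were called, and 2679 from replicates 1 and 2 alone, while without WT replicate 3 the count was 16 (0 h) and 6 (24 h). Nor did any gene pass for a genotype difference in the 24 to 48 h window by edgeR (smallest adjusted p = 0.477), where 1021 had an unadjusted p under 0.05, DESeq2 called 2, the block within each time gave 54 and replicates 1 and 2 alone gave 1205. The window difference was 0.09 ± 0.15 for EAR1 and -0.90 ± 0.50 for YUC8 (edgeR, adjusted p = 0.99 and 0.98). In that window senescence (median -0.33) and heat shock genes (-0.72) were called lower and jasmonate genes (0.39) higher as lists (camera, in the order senescence, jasmonate and heat shock, adjusted p = 2.96e-06, 2.74e-07 and 8.28e-05, and adjusted p = 0.375, 0.576 and 0.433 with an estimated correlation).

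Camera called none of the other lists at 24 h in WT. Of 14 ethylene genes 7 rose (ETR2, 2.71) and 5 fell, of 12 phosphate shortage genes 6 rose and 4 fell, and of 8 nitrate genes 1 rose (NRT1.1, 1.59) and 3 fell (camera, adjusted p = 0.235, 0.81 and 0.586). Of 20 genes of ABA core signalling 5 rose (PYL6, 4.01) and 10 fell (PYL2, -2.03), of 13 anthocyanin genes 2 rose and 2 fell, and of 13 glucosinolate genes 2 rose (CYP79B2, 1.88) and 10 fell (MAM1, -3.60), with adjusted p = 0.71, 0.85 and 0.137 by camera. Of 11 xylem wall markers 1 fell (VND6, -2.75), of 6 phloem markers 2 rose and 2 fell, and of 7 guard cell markers 5 fell (EPF1, -3.53), with adjusted p = 0.975, 0.771 and 0.336 by camera, and the medians of ABA core signalling, nitrate, phloem and guard cell genes turned higher under total-count scaling. Of 9 genes often used as references 4 rose, such as EF1A (1.05) and UBQ10 (0.66), and 2 fell, such as ACT2 (-1.33), with adjusted p = 0.923 by camera. Over the 5 times GAPC2 was lower in eur1-11 by -0.19 among these 9. Between genotypes over the 5 times, xylem wall (0 of 11 passed), cambium (0 of 6) and phloem markers (SUC2, -0.21) and nitrate genes (0 of 8) were not called (camera, adjusted p = 0.992, 0.337, 0.256 and 0.345). All 432 list tests gave 140 calls by camera with its preset correlation and 0 with an estimated one (1 under upper-quartile scaling and 6 from replicates 1 and 2 alone), where 36 had an unadjusted p under 0.05 and fry called 182.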

Values the study reported

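The study reported 9754 genes differentially expressed between wild type and eur1-11 petioles in this time course, at an unadjusted p under its threshold. It sorted them into 12 clusters and counted 325 genes in the cluster that held EAR1. The study placed YUC8, YUC9, PIN2 and WOX11 in this cluster too, and reported terms of auxin and development as enriched in it.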

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

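The list tests of genotype by time, and the tests of the hour of harvest and of handling, were chosen only after the result was seen. Lists are given here where the change from 0 h differed between genotypes in a camera test of the interaction, which was so in 22 of 108 tests with the preset correlation and in 0 with an estimated correlation, where the smallest adjusted p was 0.0639. By fry 3 of the 22 had an adjusted p under 0.05. The comparisons of a genotype at different times share its 0 h libraries, so they are not independent, and no single gene passed the interaction test by edgeR (1286 at an unadjusted p under 0.05, and 128 by DESeq2). With the replicate block set within each time 466 genes passed, and 2679 from replicates 1 and 2 alone.

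The median of heat shock genes changed from 0 h in opposite directions in the 2 genotypes at all 4 later times. In WT the members that passed went both ways. There 2 rose and 2 fell at 24 h, 1 and 3 at 48 h, 1 and 2 at 72 h, and 3 and 2 at 96 h. The median log2 change was 0.90, 1.27, 1.11 and 1.79 in WT at 24, 48, 72 and 96 h and -3.07, -3.12, -2.43 and -1.37 in eur1-11, with 7, 6, 7 and 7 of 7 genes changing less upward in eur1-11. The median of the members' differences was smaller than these medians imply, at -1.97, -2.14, -1.84 and -1.89. Camera gave adjusted p = 1.03e-10, 1.11e-08, 7.86e-07 and 1.03e-10, and adjusted p = 0.0639, 0.101, 0.203 and 0.0639 with an estimated correlation.

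At 0 h the same genes were higher in eur1-11, with a median of 1.86, against 0.04, -0.01, 0.21 and -0.12 at the later times, so the changes above follow from 0 h. A single library is not the whole cause, since the median was still 1.55 at the lowest with any of the 6 libraries at 0 h left out, although the calls went from 5 to 1 without replicate 3 of eur1-11 or replicate 1 or 2 of WT. Rougher handling would raise the touch and rapid stress genes as a set. Their median was 0.10 with 95% limits of -0.55 and 0.23, under the 0.5 set for this explanation, with WRKY18 (0.94) past the test of 12. These limits, and that of the clock genes below, come from resampling genes and do not measure the spread between libraries. Jasmonate and wounding genes had a median of 0.63 at 0 h, so handling is not excluded. A different hour of harvest cannot be told apart. The median absolute log2 fold change of the clock genes at 0 h was 0.24 with an upper 95% limit of 0.36, but of 23 clock genes LUX (0.73) and TOC1 (0.37) were higher and LHY (-0.43) lower past the test, against 2.08% of all genes called (Fisher's exact test, one-sided, p = 0.0116). None of the 3 passed without the replicate block. A warmer place or another stress of the plants before harvest, and an effect of the genotype, stay open too, as nothing in the labels says whether both genotypes grew and were harvested together.

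Cell cycle genes rose less in eur1-11, with a median change of 1.2 in WT and 0.91 in eur1-11 at 24 h (adjusted p = 4.05e-05 by camera, 32 of 35 lower), 0.97 and 0.76 at 48 h (0.0407, 27 lower), 0.95 and 0.31 at 72 h (1.03e-10, 35 lower) and 0.80 and 0.27 at 96 h (3.3e-09, 34 lower). With an estimated correlation the adjusted p was 0.68, 0.964, 0.535 and 0.543. The median of the members' differences was -0.40, -0.20, -0.61 and -0.54. Against WT at the same time the cell cycle median was 0.44 at 0 h, -0.01 at 24 h and 0.17 at 48 h. The smaller rise at 24 and 48 h therefore follows from 0 h and left the list no lower than about the WT level. At 72 and 96 h the median against WT was -0.19 and -0.16. Jasmonate genes fell further in eur1-11 at 72 h (-1.34 in WT and -1.72, adjusted p = 0.0356 by camera, and adjusted p = 0.903 with an estimated correlation) and at 96 h (-1.07 and -1.49, adjusted p = 1.39e-05, and adjusted p = 0.623 with an estimated correlation). At 0 h camera called both lists higher in eur1-11, with 2 members of each past the test, and neither with an estimated correlation (adjusted p = 0.681 and 0.519). The larger fall of jasmonate genes did not leave their median lower in eur1-11 than in WT. Against WT at the same time it was 0.63 at 0 h and 0.45 at 72 h (camera, adjusted p = 2.6e-09 and 3.15e-05). At 96 h it was 0.14 (camera, adjusted p = 0.439).

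Of 14 ethylene genes 12, 13 and 10 changed more upward in eur1-11 at 24, 72 and 96 h, with a median of the members' differences of 0.28, 0.41 and 0.26 (adjusted p = 0.0349, 0.000159 and 0.0147 by camera, and adjusted p = 0.713, 0.535 and 0.68 with an estimated correlation). The medians of the list itself ran the other way at 24 h (1.07 in WT and 0.97 in eur1-11) and 96 h (0.40 and 0.14), and were 0.31 and 0.52 at 72 h. Early auxin response genes fell less in eur1-11, with 20 of 25 members higher at 72 h (median difference 0.36, from -0.96 in WT and -0.93) and at 96 h (0.60, from -1.13 and -1.06), with adjusted p = 0.00895 and 0.000664 by camera, and adjusted p = 0.628 and 0.543 with an estimated correlation. ABA response genes fell further in eur1-11 at 24 h (-1.96 in WT and -2.64, adjusted p = 0.00895 by camera, and adjusted p = 0.68 with an estimated correlation). Nitrate genes changed by -0.04 in WT and 0.14 in eur1-11 at 24 h (adjusted p = 0.0436 by camera, and adjusted p = 0.543 with an estimated correlation). The median of the members' differences was -0.47 for ABA response and 0.36 for nitrate genes.

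At 48 h defence genes rose by a median of 2.87 in WT and 1.37 in eur1-11 (adjusted p = 0.00269 by camera, and adjusted p = 0.68 with an estimated correlation). Senescence genes rose by 1.58 and 0.58 (adjusted p = 0.0123, and adjusted p = 0.623 with an estimated correlation), and photosynthesis genes changed by -3.23 and -2.94 (adjusted p = 0.0378, and adjusted p = 0.983 with an estimated correlation). Guard cell markers changed by -1.83 and -0.88 at 72 h (adjusted p = 0.0349, and adjusted p = 0.535 with an estimated correlation), and low oxygen genes by 3.13 and 2.54 at 96 h (adjusted p = 0.00891, and adjusted p = 0.543 with an estimated correlation). The median of the members' differences was -0.56 for defence, -0.58 for senescence and 0.24 for photosynthesis genes. It was 0.49 for guard cell markers and -0.71 for low oxygen genes.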

How the results depend on the processing

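Total-count scaling, nuclear genes only, replicates 1 and 2 only and the replicate block within each time were chosen after seeing the data, and the other settings were planned. Over all settings other than leaving out 1 library, counts stayed within 1.5 times of their value in 116 planned and 43 added cases, rose further in 24 and 20 and fell further in 17 and 0, and the 482 values of 127 named genes kept direction and side of the threshold in 3107 planned and 1509 added cases. Under the planned settings 59 lost their call and 28 gained one, none turned, and under the added ones 18 lost it, 91 gained it and 8 turned. Size factors of DESeq2, upper-quartile factors, no filter, a strict filter and nuclear genes only moved no count by over 1.5 times. Depth limits the low genes: PIN2 fell under the filter, and YUC9 had an SE of 0.8 to 1.06 between genotypes at single times.

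At an unadjusted p under 0.05 the single-time comparisons of genotypes, in time order, gave 3594, 1638, 1434, 1285 and 1556 genes, any difference 2830, the mean over times 4121, the interaction 1286 and the window interaction 1021. An added log2 fold change of at least 1 left 199 genes at 0 h, 312 for any difference and 235 for the mean. It left 8659, 8482, 8298 and 8517 genes after excision in WT, 7971, 7840, 7961 and 8322 in eur1-11, and 2364 for the window in WT. The thresholds themselves set these counts.

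DESeq2 gave 741, 190, 173, 167 and 193 genes at single times, 1283 for any difference, 1918 for the mean, 128 for the interaction and 2 for the window interaction, and the cause was not tested. Fits of only the 6 libraries compared, which set the spread from fewer samples, gave 1225, 184, 245, 617 and 241. Total-count scaling gave 1323 genes at 0 h and 2 for the interaction, and it shared 386 of the 447 genes at 0 h. It moved all genes after excision upward, by construction, and so turned GAPC2 (to 0.82 and 1.2 in WT, 0.63 and 0.81 in eur1-11, at 24 and 96 h), SUC2 (0.11 in WT and 0.32 in eur1-11 at 24 h) and ACT2 (0.04 in WT and 0.1 in eur1-11 at 96 h).

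Without the replicate block 39 genes were called at 24 h, 66 at 72 h, 62 at 96 h, 299 for any difference, 816 for the mean and 2 for the interaction. The unblocked log2 fold change of EAR1 over the 5 times was -0.29 (edgeR, adjusted p = 0.0871, against 0.000156 to 0.0457 under the other settings), and the unblocked fit changed no other count by over 1.5 times. A replicate block within each time gave 2266, 508, 540, 386 and 586 genes, 2941 for any difference, 3427 for the mean, 466 for the interaction and 54 for the window interaction, and EAR1 at 0 h passed at -0.45 (edgeR, adjusted p = 0.0407). It shared 446 of 447 genes at 0 h and 1220 of 1226 for the mean. This block leaves within each time only what numbers do not share. Replicates 1 and 2 only gave 2347, 1164, 1451, 1974 and 2792 genes, 5799 for any difference, 4695 for the mean, 2679 for the interaction and 1205 for the window interaction. EAR1 then passed at 0 h (-0.22), 24 h (-0.25) and 72 h (-0.22), with adjusted p = 0.0428, 0.0332 and 0.0434 by edgeR. This setting shared 390 of 447 genes at 0 h and 1155 of 1226 for the mean. These replicates are the closest pair, with a median coefficient of variation of 0.073, and nothing in the labels or methods says why.

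Leaving out 1 library at a time, which assumes that the pair left varies like the other groups, gave 60 to 938 genes at 0 h, 32 to 98 at 24 h, 42 to 141 at 48 h, 50 to 123 at 72 h and 38 to 135 at 96 h. It gave 371 to 764 for any difference, 877 to 1607 for the mean, 0 to 16 for the interaction and 0 to 1 for the window interaction. The interaction called 1 gene without replicate 3 of eur1-11 at 0, 48 or 96 h or of WT at 48 h, 6 without replicate 3 of WT at 24 h and 16 without replicate 3 of WT at 0 h. The window interaction called 1 without replicate 3 of eur1-11 at 96 h or of WT at 24 h. Single libraries that moved the other counts are named beside them above. EAR1 over the 5 times lay between -0.33 and -0.25. The 432 list tests gave 140 calls with the preset correlation and 0 with an estimated correlation, and 135 to 145 and 0 to 2 with 1 library left out. Upper-quartile factors gave 1 with an estimated correlation, the low oxygen list at 96 h. Replicates 1 and 2 only gave 170 with the preset and 6 with an estimated correlation.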

Other observations

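The list of sulfur shortage genes, the test of pseudogenes, and the splits for any difference, the mean, the interaction and the window were chosen only after the result was seen.

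Genes that respond to low sulfur were higher in eur1-11 over the 5 times. Of 13 measured members of the added list 9 passed over all genes and 11 adjusted over the list alone, and none was lower. LSU3, a close relative of LSU1, was higher by 1.42 ± 0.12 (edgeR, adjusted p = 1.32e-07), GGCT2;1, an enzyme of glutathione breakdown, by 1.95 ± 0.31 (edgeR, adjusted p = 0.000465) and SHM7 by 0.53 ± 0.06 (edgeR, adjusted p = 1.74e-05). The vacuolar sulfate exporters SULTR4;1 (0.35 ± 0.05) and SULTR4;2 (0.57 ± 0.08) and the APS reductases APR1 (0.30 ± 0.09), APR2 (0.24 ± 0.05) and APR3 (0.45 ± 0.13) were higher too. SULTR2;1 had a log2 fold change of -0.02 ± 0.10 and did not pass.

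Pseudogenes of a stretch of chromosome 4 moved in both directions between genotypes over the 5 times. AT4G07850 (5.8 ± 2.64 against 0.211 ± 0.117 CPM at 96 h), AT4G08050 and AT4G08145 were higher in eur1-11, each with 0 counts in at least 1 WT group, and AT4G08112 (-1.70 ± 0.12), AT4G08113 (-1.66 ± 0.33) and AT4G08115 (-1.35 ± 0.16) were lower. They lie between 4671637 and 5139725 in the TAIR10.1 annotation. Loci of this kind share sequence with copies elsewhere, so their counts are uncertain.

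Glucosinolate genes were lower in eur1-11 over the 5 times, with a median log2 fold change of -0.77. The replicate 3 libraries are not the cause, since the median was -0.74 from replicates 1 and 2 alone, and neither is the scaling, since the median was -0.72 under the scaling that moved it most toward 0. A sulfur shortage response in eur1-11 is a candidate explanation, since it lowers these sulfur-rich compounds as a rule and 11 of 13 sulfur shortage genes were higher adjusted over the list alone (camera, unadjusted p = 3.5e-20, and 0.000252 with an estimated correlation). This is a hypothesis found and tested on the same data. An effect of the genotype through another route, and a difference in the soil or tray of the plants, stay open and were not tested.

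A set of 206 genes, drawn from those called for the mean over the times, had the same sign at all 5 times, 162 higher and 44 lower in eur1-11. The set does not hold every called gene of 1 sign. LSU2 lies beside members of the set near EAR1, was positive at all 5 times (0.55 ± 0.11; edgeR, adjusted p = 0.00394) and is not in it. Members near EAR1 had absolute log2 fold changes of at least 1.05. The tests below cover this set and not called genes of smaller change. The 206 genes did not all pass at single times, where for example 71 genes were called at 24 h. Sequence differences near EAR1 are not a common cause, since 9 of the genes lay within 2 Mb of it, against a median of 8 in random sets (permutation p = 0.382 over 10000 draws). Whether some are linked elsewhere on a chromosome cannot be told apart from chance, since at most 9 lay in 1 Mb (on chromosome 4), against a median of 7 in random sets (permutation p = 0.159), and counts hold no sequence. Pseudogenes and loci derived from transposons made up 73 of the 206 (35.4%), against 402 of 21017 other genes (1.91%; Fisher's exact test, odds ratio 28.1, p = 7.75e-68), and at most 29 in sets matched on expression. This may point to a line difference at such loci, from the mutagenesis, the background or the genotype, which the counts do not separate. The study made eur1-11 in the line that served as WT, so both share a parent.

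Other splits of the samples put these counts in context. For any difference between genotypes (496 genes) the highest of 99 other splits gave 8 genes and the highest of 99 exchanges within pairs 153. For the mean over the times (1226 genes) 1 other split gave 1352. That split parts 5 of the 15 pairs, which points to a structure of the samples. The splits that part all 15 pairs gave at most 63 genes. Chance is not excluded by these splits for either count. They treat all libraries as separate samples, while the closest replicates of each group are not known to be separate harvests. A split that parts such replicates can give a low count for that reason. For the window in WT (11291 genes) 10 of the 99 other splits gave 1289 or more, and the highest gave 12659. These counts point to a structure of the samples. The splits do not decide whether the window itself differs, since all libraries at 0 h lie on one side of the comparison. A high count can come from these libraries alone. For the interaction and the window interaction (0 genes each) the splits decide nothing, since a count of 0 is reached by each of the 100 splits whatever the samples hold. The highest others were 9 and 773 genes in free splits and 158 and 183 in exchanges within pairs.

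For groups of 3 against 3 there are 10 splits, too few for a share under 0.05. The genotypes differed by 447 genes at 0 h and by 71 at 24 h, and 1 other split gave 1560 and 386, in each case with both replicate 3 libraries on one side, which points to a structure of the samples. At 48, 72 and 96 h the counts were 73, 103 and 111 and the highest others 2, 0 and 0. After excision the counts were 14602, 14783, 14588 and 14786 in WT, with highest others of 622, 2, 0 and 0, and 14235, 14176, 14123 and 14599 in eur1-11, with highest others of 2147, 178, 0 and 3.

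At an unadjusted p under 0.05, as the study sets it, any difference between genotypes called 2830 genes here and the mean over the times 4121. The comparison behind the count quoted from the study above is not stated, so these counts cannot be set against it.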
